A study of Homo sapiens with 16 samples. Its data were reported in "Genomic retargeting of p53 and CTCF is associated with transcriptional changes during oncogenic HRas-induced transformation" (2020).

How the data were processed

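Chromatin immunoprecipitation followed by sequencing (ChIP-seq) for CTCF and for p53 was performed in MCF10A cells, a non-tumorigenic human mammary epithelial line, and in the same line transduced with the G12V form of the HRAS oncogene, called G12V below. CTCF is a zinc-finger protein that binds insulators and domain borders, and p53 is a transcription factor activated by stress. Per the labels, cells for the p53 samples were treated with Nutlin, which stabilises p53, before fixation. The series held 16 samples. The 8 ChIP samples, 2 replicates for each factor and cell type, each had a peak list, and the 8 input samples entered only through the peak caller. Groups and replicate numbers were taken from the sample titles.

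The authors aligned the reads of each library to hg19 with Bowtie, kept reads that aligned uniquely, and called peaks with MACS2 at default settings against an input library. Each deposited list was called on 1 library, whereas the study combined the reads of both replicates for its own comparison, so the numbers of sites are not on the same footing. For each peak the deposited lists give a score that is 10 times the −log10 q cut to a whole number, the fold enrichment (a ratio of summit pileup to local background), the −log10 p and −log10 q at the summit, and the summit position. The fold, score and −log10 values of the peaks are the authors' own and were used here only to describe, rank or filter peaks within a list. No peak ended past a chromosome of GRCh37, and the highest peak end on chromosome 1, at 249219273, was below that chromosome's length of 249250621. Sequence came from the GRCh37 primary assembly, and genes from GENCODE release 44 mapped to GRCh37. Of the preset genes, FAM198B is listed there as GASK1B.

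The lists carry no read totals. MACS2 derives the fold enrichment and the p-value from the same summit pileup and background, so both numbers were solved for every peak with a −log10 p up to 200, and a pair of values within the rounding of the file was found for 100% of these peaks in each library. The narrowest peak gives the fragment length, which was checked by whether the recovered backgrounds fell on whole-read steps (100% of them, against 51.9% to 60.3% with a length 1 bp off). The lowest background is the genome-wide rate, from which the number of ChIP reads after duplicate removal by the caller followed for a mappable genome of 2.7 Gb. On 4 simulated libraries the recovered depth was within 0.000152% of the true one. MACS2 scales the deeper of ChIP and input down to the other, so the depth at which peaks were called (the calling depth) was the smaller of both. The recovered depths ranged from 9.26 to 33.2 M reads (1 M is 1e6 reads). Because peaks were thresholded by the caller at a q-value of 5%, a site missing from a list was not detected at that library's depth and enrichment, and is not shown to be unbound.

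Peaks of the 4 libraries of a factor that overlapped by at least 1 bp were merged into sites. A site was called MCF10A-specific when both MCF10A libraries and neither G12V library had a peak there, G12V-specific in the opposite case, and shared when all 4 libraries had one. Overlap between libraries was expressed as the Jaccard index, the number of sites in both libraries over the number in either. For lists of unequal length this index cannot exceed the ratio of their lengths. A promoter ran from 1000 bp upstream to 500 bp downstream of the transcription start site (TSS) of a protein-coding gene. Motifs were searched in the 150 bp around the summit of the strongest peak of a site. The p53 motif was 2 adjacent RRRCWWGYYY half-sites with the core C and G bases intact and at most 3 mismatches elsewhere, the CTCF motif was CCASYAGRKGGC on either strand with at most 1 mismatch, and the AP-1 motif was TGASTCA without mismatch, all in IUPAC letters. Windows 2000 bp beside the summits served as background. A p53 peak was counted at a CTCF site when it overlapped a CTCF peak of the same cell type by at least 1 bp, with the p53 peaks moved by 10 kb as background.

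Numbers per library were compared with exact two-sided permutation tests over the 6 assignments of 4 libraries to the cell types, which cannot give a p below 0.333. Overlap was compared with the 3 ways of splitting 4 libraries into pairs. Shares of sites were compared with two-sided Fisher's exact tests, adjusted by the Benjamini-Hochberg method over the 6 promoter tests, the 9 motif tests, or the 23 chromosomes of each class. These tests treat sites as the sampled units, and they carry no replicate error between cultures. Intervals are exact (Clopper-Pearson) 95% binomial intervals and cover counting error alone. Named sites were fixed by rule before the data were examined: per factor and class, the 3 with the smallest sum of within-library ranks, named by the nearest TSS of a protein-coding gene. A list of 8 p53 target genes, and 9 other genes that the study measured by PCR, were also fixed beforehand (TP53INP1, measured by PCR as well, was counted with the targets), with p53 sites sought within 100 kb of a TSS.

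Site merging, classes and overlap were tested on 5000 simulated sites, with 0 counts or indices off the truth. Motifs planted in 2000 random windows each were found in 100% of them, while 0.550% of the windows before planting held a p53 motif, 0.800% a CTCF motif and 1.65% an AP-1 motif by chance. The alternatives were a −log10 q of at least 5, lists cut to the length of the shortest list of the factor (11346 peaks for CTCF and 477 for p53, called lists of equal length below), merged 200 bp summit windows, a reciprocal overlap of 50%, a site called in either library of a cell type, ranks by fold enrichment, a promoter of 5000 bp either side, a 300 bp motif window, other mismatch limits, leaving out each library, and pairing by replicate number. In lists of equal length, a specific site is absent from the cut lists of the other cell type and may have a weaker peak there. Added after the data were seen were a scaling of recovered reads and background to the smallest calling depth of the factor, promoters of all gene types, shorter equal lists, crossed pairs, and for the CTCF shares, the p53 promoter share and the p53 comparisons with shared sites, the classes from either library. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. Reads, input tracks and the study's other assays were not analysed here.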

Results

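CTCF and p53 binding was mapped by ChIP-seq in MCF10A and G12V cells, to ask whether the binding of these factors changes upon HRAS transformation. The 8 peak lists, 2 per factor and cell type, held 76863 peaks in total. For CTCF, MCF10A replicates 1 and 2 held 11346 and 20136 peaks and G12V replicates 1 and 2 held 12004 and 27678 peaks. For p53, the MCF10A lists held 1718 and 885 peaks and the G12V lists 477 and 2619 peaks, in the same order.

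The ChIP depth (in units of 1e6 reads, written M) recovered from the lists was 18.6 and 11.5 M reads for the MCF10A CTCF libraries and 13.6 and 11.4 M reads for the G12V ones. The p53 libraries had 21.4 and 20.1 M reads in MCF10A and 9.26 and 33.2 M reads in G12V. All 4 CTCF libraries and p53 G12V replicate 2 were deeper than their inputs and had been scaled down to them, which left calling depths of 12.1, 10.9, 13.5 and 10.7 M reads for CTCF and of 23.9 M for that p53 library. Fragment length was 190, 227, 201 and 223 bp in the CTCF libraries and 147, 113, 279 and 180 bp in the p53 libraries, MCF10A first. The peak names of p53 G12V replicate 1 carry the word "old", which those of the other 7 lists do not. That list was also the shortest and its library the shallowest of the p53 set.

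The first question was whether the number of binding sites differs between the cell types. CTCF peaks numbered 15741 ± 6216 in MCF10A and 19841 ± 11083 in G12V (SD, n = 2 each), a log2 ratio of 0.33, and the difference was smaller than the spread between replicates (exact permutation test, p = 0.667). p53 peaks numbered 1302 ± 589 in MCF10A and 1548 ± 1515 in G12V (SD, n = 2 each), a log2 ratio of 0.25 that was also within the replicate spread (exact permutation test, p = 1). With 2 libraries per group the test cannot go below 0.333. Leaving out G12V replicate 2 moved these values most, to a log2 ratio of -0.39 for CTCF and of -1.45 for p53. In p53 the order of the 4 libraries by peak number was the order by depth, whereas in CTCF the deepest library had the fewest peaks.

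**Figure D1:**
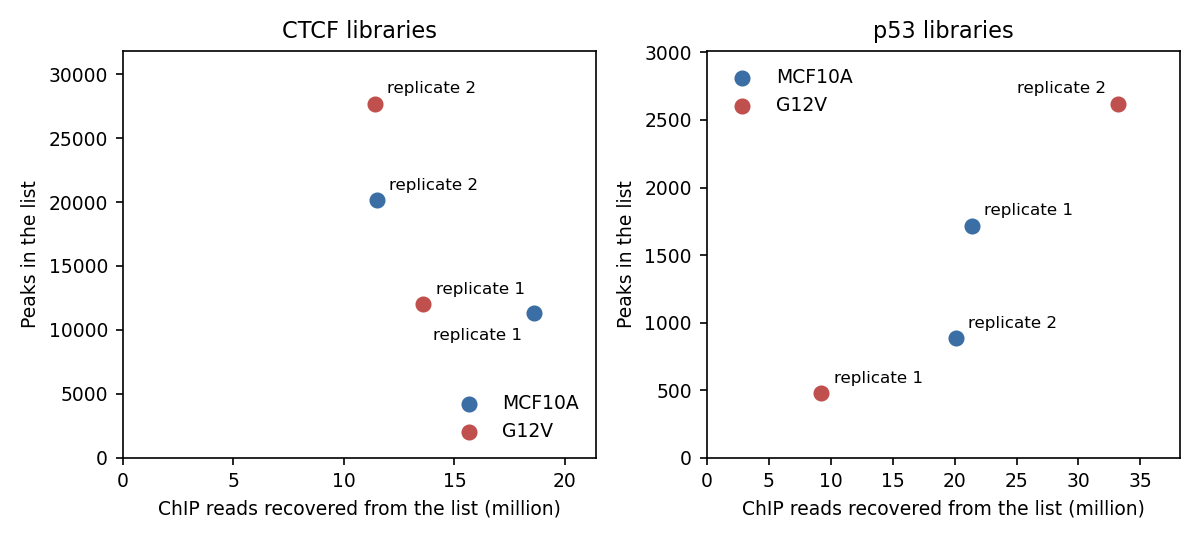
Number of peaks in each deposited list (vertical axis) against the ChIP reads recovered from that list in M (horizontal axis), for the CTCF (left) and p53 (right) libraries; each point is 1 library. The 2 CTCF libraries with the most peaks, 20136 and 27678, had 11.5 and 11.4 M reads, and the p53 peak numbers rose with depth from 477 at 9.26 M to 2619 at 33.2 M reads.

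The second question was whether libraries of the same cell type share more sites than libraries of different cell types. CTCF peaks merged into 29064 sites, of which 20494 had a peak in an MCF10A library, 27949 in a G12V library and 8006 in all 4 libraries. The Jaccard index was 53.3% between the MCF10A libraries and 41.8% between the G12V libraries (mean 47.5%), and 52.4% ± 10.7 (SD, 4 pairs) between libraries of different cell types. The highest value, 65.9%, was found between replicate 2 of MCF10A and replicate 2 of G12V. The list lengths allowed at most 56.3% for the MCF10A pair and 43.2% for the G12V pair, so the lists as deposited cannot show whether the cell types part. Of the 3 ways to split the 4 libraries into pairs, 2 gave a within-pair excess at least as large as the split by cell type. Leaving out MCF10A replicate 1 moved the difference most, from -0.0488 to -0.161 as a fraction, while without G12V replicate 1 or 2 it was above 0. In lists of equal length the means were 55.3% within and 54.7% between cell types.

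p53 peaks merged into 2980 sites, with 1786 in an MCF10A library, 2623 in a G12V library and 332 in all 4 libraries. The Jaccard index was 45.7% between the MCF10A libraries, 18.0% between the G12V libraries and 33.3% ± 10.0 (SD, 4 pairs) between cell types. The list lengths allowed at most 51.5% for the MCF10A pair and 18.2% for the G12V pair, in which 473 of the 477 sites of replicate 1 were shared, so a separation by cell type could not have shown in the lists as deposited. When every p53 list was reduced to its 477 strongest peaks, the index was 56.4% between the MCF10A libraries and 58.2% between the G12V libraries, against 39.3% ± 3.05 (SD, 4 pairs) between cell types, where the highest of the 4 pairs reached 42.8%. This difference was larger than the spread between pairs. The split by cell type then was the largest of the 3 splits, which is the strongest outcome this design allows (1 of 3). Scaling to the smallest calling depth left the lists unequal (at most 30.7% possible for the G12V pair, with 29.4% found).

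Sites specific for 1 cell type were set beside sites found in exactly 1 MCF10A and 1 G12V library, whose calls do not follow the cell type. For CTCF, 76 sites were MCF10A-specific and 969 were G12V-specific, while the 4 mixed pairs gave 9, 54, 206 and 5561 sites, the last for replicates 2. In lists of equal length, 642 MCF10A-specific and 620 G12V-specific CTCF sites lay within the range of the mixed pairs, 418 to 804. For p53, 65 sites were MCF10A-specific and 42 G12V-specific, against 0, 0, 30 and 549 for the mixed pairs. The p53 numbers in lists of equal length were 96 and 83, against 6 to 17 for the mixed pairs. The cut drops weaker peaks, so a site specific in lists of equal length can have a weaker peak in the other cell type. As deposited, 76 MCF10A-specific CTCF and 42 G12V-specific p53 sites were found. Most of the 642 and many of the 83 thus had such a weaker peak. Leaving out G12V replicate 1 moved the number of G12V-specific sites to 8360 for CTCF and 1190 for p53, and leaving out G12V replicate 2 moved the number of MCF10A-specific sites to 2909 and 484. Cell type-specific p53 sites exceeded every mixed pair when the lists were of equal length. Those of CTCF exceeded the mixed pairs of unlike replicate number (466 and 418) but not the pair of replicates 2 (804). The pair of replicates 1 (633) lay between both CTCF numbers. Replicate number and cell type thus cannot be separated for CTCF in this comparison. The numbers from the lists as deposited also depend on the unequal list lengths.

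**Figure D2:**
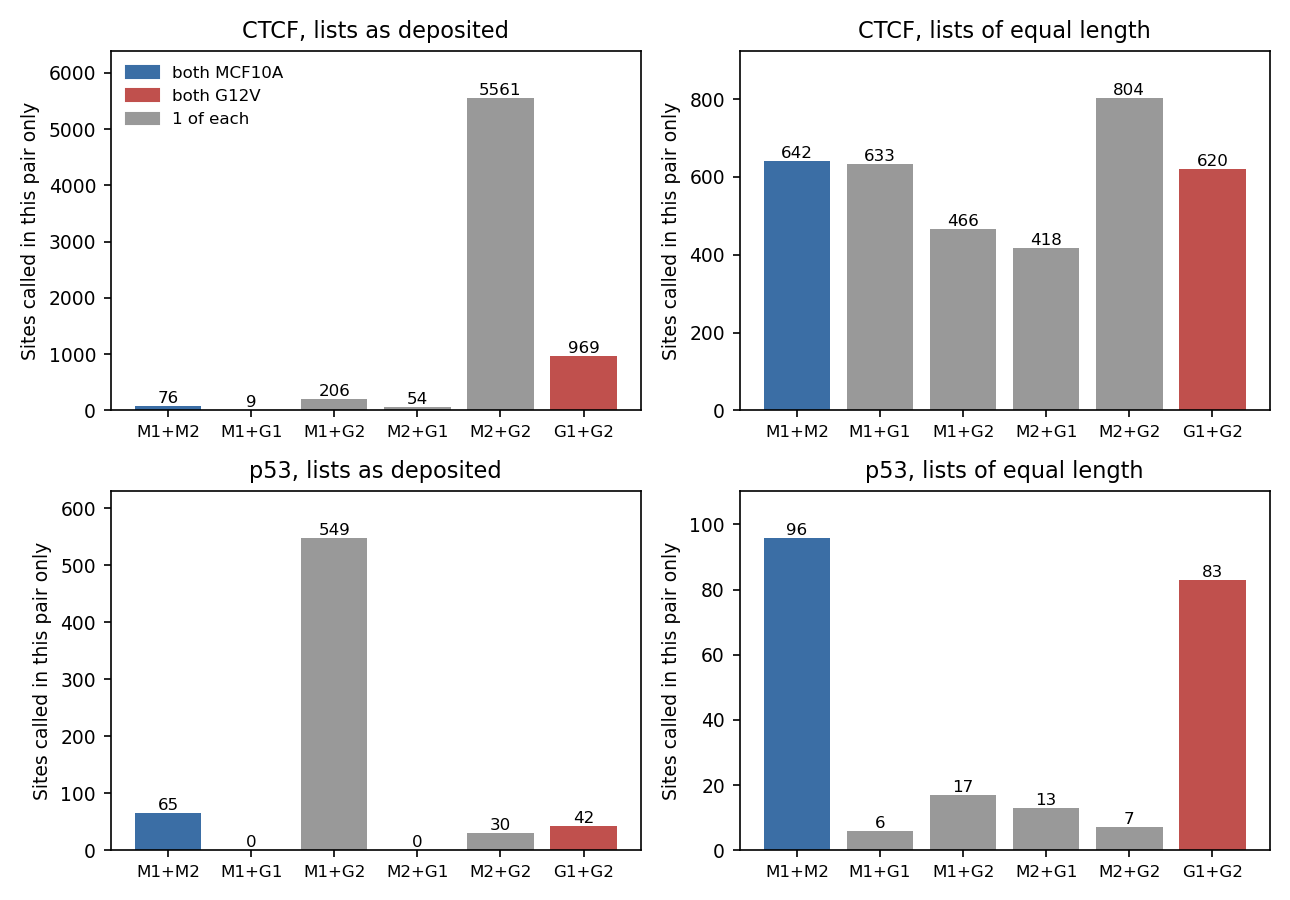
Number of sites called in both libraries of a pair and in neither of the other libraries (vertical axes), for CTCF (top) and p53 (bottom), with the lists as deposited (left) and cut to equal length (right). M and G stand for MCF10A and G12V with the replicate number; blue bars are both MCF10A libraries, red bars both G12V libraries and grey bars 1 library of each. With equal lists, p53 shows 96 and 83 sites for the same-cell pairs and at most 17 for a mixed pair, and the CTCF mixed pairs reach 804. In the cut lists, a site can have a weaker peak in another library.

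Rank percentiles within a list were compared between specific and shared sites, where 100 is the strongest peak. The median at specific sites was 31.7 for CTCF, with 23.04 and 32.9 in the MCF10A and 27.5 and 37.4 in the G12V libraries. For p53 the median was 43.5, and the libraries differed, with 49.2 and 24.7 at MCF10A-specific sites in MCF10A and 22.0 and 78.2 at G12V-specific sites in G12V. At sites of all 4 libraries the medians ranged from 57.9 to 79.9 over the CTCF libraries and from 59.1 to 92.4 over the p53 libraries. Leaving out MCF10A replicate 2 moved the CTCF value most, to 44.6, and leaving out MCF10A replicate 2 of p53 moved the p53 value most, to 28.5.

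By the preset rule, the leading MCF10A-specific p53 sites lay on chromosome 7 at 112224381 to 112224702, on chromosome 15 at 60608991 to 60609451 and on chromosome 16 at 62887842 to 62888286 (hg19). All 3 were intergenic and carried a p53 motif, and the nearest TSSs were those of LSMEM1 at 97678 bp, ANXA2 at 57421 bp and CDH8 at 817054 bp. The site nearest ANXA2 had a fold enrichment of 23.3 (rank 130) in replicate 1 and of 12.3 (rank 236) in replicate 2. The leading G12V-specific p53 sites lay 12075 bp from the TSS of ACTBL2 (chromosome 5, 56790527 to 56791138, intergenic), 505 bp from that of E2F7 (chromosome 12, 77459423 to 77460121, outside the gene) and 1037 bp from that of ARID3A (chromosome 19, 933312 to 933845, intronic). The E2F7 site lacked a p53 motif under the criteria used and had a fold enrichment of 11.2 (rank 168) and 27.7 (rank 181) in the G12V replicates, and the other 2 carried the motif. The strongest p53 site of all 4 libraries lay on chromosome 1 at 181103837 to 181104849, 46447 bp from the TSS of IER5, and ranked 2, 4, 2 and 1 in the 4 lists. The other 2 shared sites named by the rule were nearest to PLXDC1 (23592 bp) and to ENSG00000284188 (4595 bp), a gene without a symbol.

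For CTCF, the leading MCF10A-specific sites were an intronic site in PEX14 (chromosome 1, 10590305 to 10590708) without a CTCF motif, and motif-bearing sites nearest to ZNF469 (chromosome 16, 88320861 to 88321253) and in an intron of ALDH1A2 (chromosome 15, 58358509 to 58358925). The leading G12V-specific sites were nearest to UQCRFS1 (chromosome 19, 29124592 to 29125055), TPTE (chromosome 21, 11108982 to 11109394) and SMARCD2 (chromosome 17, 61934381 to 61934819), and the last of these lacked a motif. The UQCRFS1 site had a fold enrichment of 16.2 (rank 205) and 32.9 (rank 274) in the G12V replicates. The SMARCD2 site lies in a stretch of chromosome 17 where the input background was higher in G12V. The leading sites of all 4 CTCF libraries were nearest to FMN2 (37783 bp), ENSG00000228325 (1276798 bp) and TMEM141 (484 bp). For the intergenic specific sites, the nearest TSS lay at 128315 bp (ZNF469), 579219 bp (UQCRFS1), 118281 bp (TPTE) and 14191 bp (SMARCD2).

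All 8 preset p53 target genes had a p53 site within 100 kb of a TSS, and 4 of them had a site called in all 4 libraries. The closest sites to CDKN1A (7 bp), MDM2 (33 bp) and FAS (42 bp) were called in all 4 libraries. At CDKN1A (chromosome 6, 36643811 to 36644622) the fold enrichment was 37.3 and 19.2 in MCF10A and 26.1 and 76.8 in G12V, with ranks of 13, 27, 11 and 3. No site within 100 kb of the 8 targets was specific for a cell type. Of the 9 other genes measured by PCR, 5 had a site within 100 kb, and 1 of these, EPS8L2, had a site in all 4 libraries. FAM198B had the MCF10A-specific site of this list (chromosome 4, 159092376 to 159092733, 985 bp from the TSS; ranks 613 and 749). SERPINB5 had the G12V-specific one (chromosome 18, 61143856 to 61144204, 167 bp from the TSS; ranks 334 and 439). No site was found within 100 kb of SDC1, COL17A1, TP63 or EFNB1.

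The next comparison was the sequence at p53 sites. A p53 motif was present in 81.5% of MCF10A-specific sites (53 of 65, 95% interval 70.0% to 90.1%), in 76.2% of G12V-specific sites (32 of 42, 60.6% to 87.9%) and in 88.9% of sites of all 4 libraries (295 of 332, 85.0% to 92.0%). The specific classes did not differ from each other (5.35 percentage points, Fisher's exact test, adjusted p = 0.625), and the G12V-specific sites had a lower share than the shared sites (-12.7 points, Fisher's exact test, adjusted p = 0.0482). Windows beside the summits carried the motif at 1.54%, 0% (0 of 42, at most 8.41%) and 1.20% of these classes. Leaving out G12V replicate 2 moved the difference between the specific classes most, to 31.7 points, and without MCF10A replicate 1 it was -12.97 points. When a site called in either library of a cell type and neither of the other sufficed, 70.6% of 357 MCF10A sites and 55.3% of 1194 G12V sites carried a p53 motif (Fisher's exact test, adjusted p = 3.56e-07), whereas in lists of equal length the specific sites had 83.3% and 84.3% (Fisher's exact test, adjusted p = 1).

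An AP-1 motif was present in 1.54% of MCF10A-specific p53 sites (1 of 65, 0.0389% to 8.28%), in 16.7% of G12V-specific sites (7 of 42, 6.97% to 31.4%) and in 6.33% of sites of all 4 libraries (21 of 332, 3.96% to 9.51%). The specific classes differed by -15.1 percentage points (Fisher's exact test, adjusted p = 0.0172 over 9 tests), and G12V-specific sites lay above the shared sites by 10.3 points (Fisher's exact test, adjusted p = 0.0482). A motif window of 300 bp moved the difference between the specific classes most, to -24.7 points. In lists of equal length the shares were 6.25% (6 of 96) and 15.7% (13 of 83), a difference of the same direction that did not pass the threshold (Fisher's exact test, adjusted p = 0.117).

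Promoters held 1.54% of MCF10A-specific p53 sites (1 of 65) and 19.0% of G12V-specific p53 sites (8 of 42), a difference of -17.5 percentage points (Fisher's exact test, adjusted p = 0.00679 over 6 tests), against 13.3% of the sites of all 4 libraries. A promoter of 5000 bp either side moved the difference most, to -29.9 points. The shares in lists of equal length were 6.25% and 18.1% (Fisher's exact test, adjusted p = 0.0381).

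**Figure D3:**
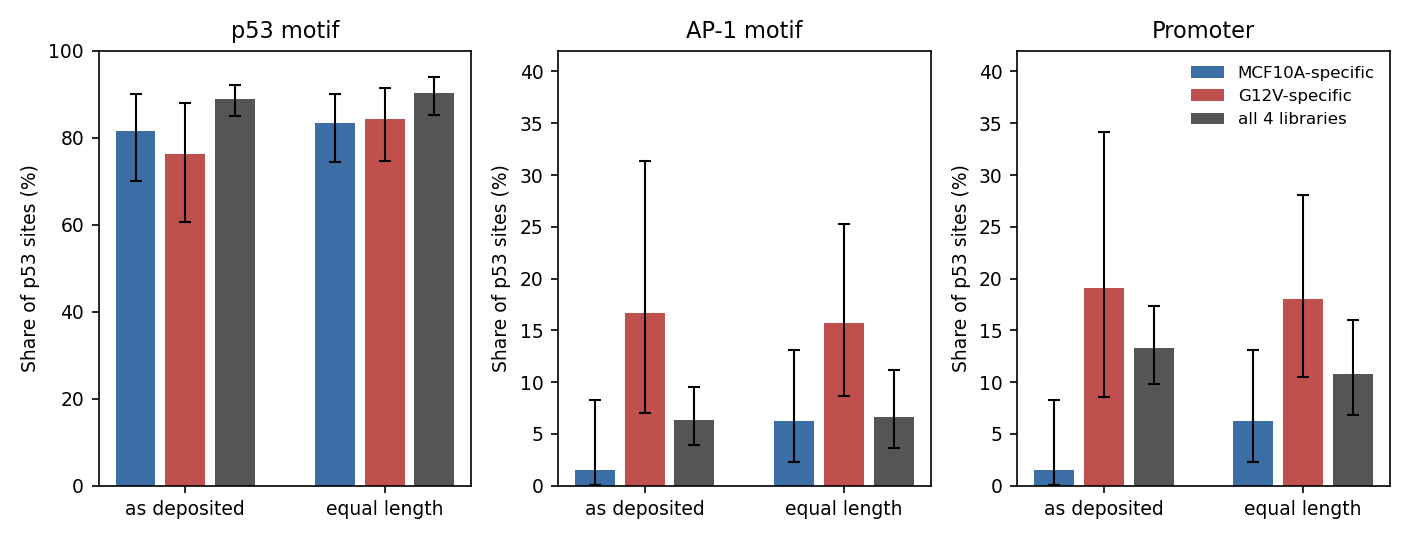
Share of p53 sites (vertical axes, percent) with a p53 motif, with an AP-1 motif and at a promoter, for MCF10A-specific sites (blue), G12V-specific sites (red) and sites of all 4 libraries (grey), in the lists as deposited and in lists of equal length; error bars are exact 95% binomial intervals and the axis of the left panel ends at 100%. The AP-1 share was 16.7% in G12V-specific and 1.54% in MCF10A-specific sites as deposited, and 15.7% and 6.25% in lists of equal length.

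For CTCF, promoters held 19.7% of MCF10A-specific sites (15 of 76), 10.6% of G12V-specific sites (103 of 969) and 18.0% of sites of all 4 libraries (1440 of 8006). The G12V-specific share was below the shared one (-7.36 points, Fisher's exact test, adjusted p = 1.36e-08) and below the MCF10A-specific one by 9.11 points (Fisher's exact test, adjusted p = 0.0341). The latter did not hold with a promoter of 5000 bp either side (5.62 points, Fisher's exact test, adjusted p = 0.355). A CTCF motif was present in 38.2% of MCF10A-specific, 46.0% of G12V-specific and 68.0% of shared sites. The specific classes did not differ past the threshold (-7.87 points, Fisher's exact test, adjusted p = 0.215; 19.0 points without G12V replicate 2 and 0.627 without G12V replicate 1), and each had a lower share than the shared sites, with differences of -29.8 points (Fisher's exact test, adjusted p = 7.57e-07) and -21.9 points (Fisher's exact test, adjusted p = 6.58e-39). For sites of either library the specific classes had 27.7% and 38.1%, a difference of -10.4 points that passed the threshold (Fisher's exact test, adjusted p = 1.68e-11).

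The distribution of specific sites over 23 chromosomes was compared with that of shared sites. For CTCF, 4 chromosomes differed for G12V-specific sites (Fisher's exact test, adjusted p below the threshold of 0.05), namely chromosome 1 (9.29% against 13.4%, adjusted p = 0.00586), 5 (3.61% against 5.71%, adjusted p = 0.0429), 16 (5.88% against 3.98%, adjusted p = 0.0473) and X (4.02% against 2.16%, adjusted p = 0.00831), and 0 for MCF10A-specific sites (2 at an unadjusted p under 0.05). With equal lists, 6 chromosomes differed for MCF10A-specific and 5 for G12V-specific CTCF sites. Leaving out G12V replicate 1 raised the number for G12V-specific sites to 12, and leaving out MCF10A replicate 1 or G12V replicate 2 lowered it to 0. For MCF10A-specific sites the number was 8 without MCF10A replicate 1 and 10 without G12V replicate 2. In the lists of equal length chromosome 17 held 2.65% of MCF10A-specific, 9.03% of G12V-specific and 6.25% of shared CTCF sites. For p53, 0 chromosomes differed in either class (2 in each at an unadjusted p under 0.05), and 1 did for G12V-specific sites without either of the MCF10A replicates.

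Finally, the share of p53 peaks at CTCF sites of the same cell type was 0.990% (17 of 1718, 0.578% to 1.58%) and 1.36% (12 of 885, 0.703% to 2.36%) in MCF10A and 2.73% (13 of 477, 1.46% to 4.62%) and 3.17% (83 of 2619, 2.53% to 3.91%) in G12V. The means were 1.17% ± 0.259 and 2.95% ± 0.314 (SD, n = 2 each), and the difference was larger than the spread between replicates (exact permutation test, p = 0.333, the smallest possible). Peaks moved by 10 kb gave 0.582% and 0.452% in MCF10A and 1.26% and 0.840% in G12V. With equal lists, the shares were 0.629% and 0.839% in MCF10A and 1.68% and 2.73% in G12V. After the 10 kb shift they were 0.839% and 0.419% in MCF10A and 1.05% in both G12V libraries, so MCF10A replicate 1 lay below its background. Requiring the CTCF site in both replicates reduced the difference from 1.77 to 1.12 percentage points. The study describes Nutlin treatment before fixation for the p53 samples only. The overlap thus sets p53 peaks of treated cells beside CTCF peaks of cells for which no such treatment is described.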

Values the study reported

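The study reported 30,642 CTCF peaks in G12V cells and 22,376 in MCF10A cells, called on the combined reads of the replicates. It counted 3260 p53 binding sites over both cell types, of which 465 were given as specific for MCF10A and 565 as specific for G12V. The study's material does not assign these site numbers to the cell types in the same way throughout. The share of cell type-specific p53 peaks with the canonical motif was stated to fall from 93 to 69%. An AP-1 motif was given for 24% of G12V-specific p53 loci, 14% of all p53 loci in G12V and 6% of MCF10A-specific loci. The correlation between replicates was given as 0.79 to 0.9.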

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

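The classes, windows, tests and most alternatives were chosen before the data were examined, and the scaling to the smallest calling depth, promoters of all gene types, the shorter equal lists, the crossed replicate pairs and the classes from either library (for the CTCF shares, the p53 promoter share and the p53 comparisons with shared sites) were chosen after seeing the data. Every alternative of either kind gave a value. Over 30 results and 21 settings, 115 of 163 values were counted as unchanged. For tested values this meant the same direction and side of the threshold. Numbers of sites or chromosomes had to stay within a factor of 1.5. Other untested values had to keep their direction and stay within the spread. Of the others, 11 lost the threshold, 6 passed it, 17 changed direction and 14 moved. The 36 values of named sites were the same under equal lists and under scaling to the smallest depth. Under equal lists no other outcome was possible, since every named peak ranked within the cut and shorter lists add no peak.

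Lists of equal length changed the most results. The difference in Jaccard index between pairs of the same and of different cell types, as a fraction, went from -0.0488 to 0.00531 for CTCF and from -0.0146 to 0.180 for p53. With 25%, 50% and 75% of the peaks of the shortest list it was 0.00667, 0.00487 and 0.00943 for CTCF and 0.254, 0.228 and 0.213 for p53. A reciprocal overlap of 50% gave 0.0186 for p53, and scaling to the smallest calling depth -0.00475. The index cannot exceed the ratio of the list lengths, and the p53 G12V pair was near that limit as deposited (18.0% of 18.2%) and at the smallest depth (29.4% of 30.7%), so these values could not show a separation. With equal lists the numbers of specific sites were 642 and 620 for CTCF (MCF10A and G12V) and 83 for G12V in p53, and 6 chromosomes differed for MCF10A-specific CTCF sites. Reducing each list by rank removes the difference in list length by construction. The cause of the other changes was not tested.

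Calling a site specific from either library of a cell type loosens the criterion and raised the numbers to 1115 and 8570 for CTCF and to 357 and 1194 for p53. Scaling to the smallest calling depth gave 41 MCF10A-specific and 76 G12V-specific p53 sites, which puts the G12V number above the MCF10A number.

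In the shares of sites, 4 differences stayed past the threshold in the same direction under every alternative run other than leaving out a library: CTCF G12V-specific against shared promoters, p53 MCF10A-specific against G12V-specific promoters, and each specific CTCF class against shared sites for the motif. The difference in CTCF promoter share between the specific classes lost the threshold with a −log10 q of at least 5 (8.74 points, Fisher's exact test, adjusted p = 0.0527), with summit windows (6.89), with a promoter of 5000 bp either side (5.62) and with all gene types (4.05), the adjusted p of its alternatives ranging from 1.18e-07 (sites of either library) to 0.399. MCF10A-specific against shared CTCF promoters, not past the threshold at 1.75 points, became -0.236 with equal lists, -2.02 for sites of either library, -3.69 with the 5000 bp promoter and -4.38 with all gene types. For p53, MCF10A-specific against shared promoters lost the threshold with a −log10 q of at least 5 (-10.4), with equal lists (-4.52) and at the smallest depth (-9.23), and G12V-specific against shared promoters passed it with the 5000 bp promoter (16.9). The cause was not tested.

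For motifs, equal lists gave 1.35 points between the specific CTCF classes and -1.004 between the specific p53 classes, both opposite in direction to the reported values and neither past the threshold. For sites of either library, the differences between the specific classes passed the threshold for CTCF (-10.4 points) and p53 (15.3 points). So did MCF10A-specific against shared p53 sites for the p53 motif (-18.3) and the AP-1 motif (-4.36), while G12V-specific against shared sites lost it for the AP-1 motif (2.72). For the p53 motif the former also passed it with at most 2 mismatches (-17.4). With equal lists, G12V-specific against shared sites lost it for the p53 motif (-5.92) and for the AP-1 motif (8.996), and so did the AP-1 difference between the specific classes (-9.41). The latter was past the threshold under the other alternatives that were tested. A −log10 q of at least 5 left 2 chromosomes for G12V-specific CTCF sites and 1 for G12V-specific p53 sites. The share of p53 peaks at CTCF sites differed by 1.20 points with the p53 summit inside the CTCF peak and by 1.12 with the CTCF site in both replicates, below the reported 1.77. The cause was not tested.

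Replicate numbers are shared between the cell types. With the replicate number as a block, the paired log2 ratio of peak numbers was 0.27 for CTCF and -0.14 for p53, against 0.33 and 0.25 for the ratio of means. Crossing the numbers gave -0.14 for p53 as well, since a mean of paired log2 ratios does not change with the pairing. The change of sign comes from averaging on the log scale. The other results have no paired fit. Most rest on a class of sites or an overlap that spans libraries of both cell types. The share of p53 peaks at CTCF sites is a value per library, but its paired fit was not run. This share was higher in G12V for both replicate numbers (2.73% against 0.990% for replicate 1 and 3.17% against 1.36% for replicate 2).

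Leaving out 1 library changed the direction in 15 of 120 values and moved 33 others, since 1 library then stands for its cell type. Across the 4 values of each result that each left out 1 library, the log2 ratio of peak numbers ranged from -0.39 (without G12V replicate 2) to 0.81 (without G12V replicate 1) for CTCF and from -1.45 to 1.01 for p53, without the same libraries. The Jaccard difference ranged from -0.161 (without MCF10A replicate 1) to 0.0150 (without G12V replicate 2) for CTCF and from -0.177 (without MCF10A replicate 2) to 0.172 (without G12V replicate 2) for p53. The numbers of specific sites ranged from 82 to 2909 in MCF10A and from 1091 to 8360 in G12V for CTCF, and from 65 to 484 and from 46 to 1190 for p53. The highest MCF10A numbers were those without G12V replicate 2, and the highest G12V numbers those without G12V replicate 1. The median rank percentile ranged from 20.3 (without G12V replicate 1) to 44.6 (without MCF10A replicate 2) for CTCF and from 28.5 to 51.8 for p53.

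Promoter differences without 1 library ranged from 2.92 to 9.29 points for CTCF between the specific classes, from -2.04 (without G12V replicate 2) to 2.09 for MCF10A-specific against shared sites, and from -7.19 to -4.55 (without MCF10A replicate 2) for G12V-specific against shared sites. For p53 they ranged from -17.9 to -8.99 (without MCF10A replicate 1), from -11.6 to -6.98 and from -2.62 (without MCF10A replicate 1) to 9.31, in the same order. CTCF motif differences ranged from -25.6 (without MCF10A replicate 2) to 19.0 (without G12V replicate 2), from -38.9 to -8.44 (without G12V replicate 2) and from -27.5 to -13.2 (without MCF10A replicate 2). Those of the p53 motif ranged from -12.97 (without MCF10A replicate 1) to 31.7 (without G12V replicate 2), from -18.2 to -3.47 and from -35.2 (without G12V replicate 2) to -5.18. The AP-1 difference between the specific classes ranged from -13.4 to -7.54 (without G12V replicate 1), and kept its direction in all 4. The number of chromosomes ranged from 0 to 10 (without G12V replicate 2) for MCF10A-specific and from 0 to 12 (without G12V replicate 1) for G12V-specific CTCF sites, and from 0 to 1 for G12V-specific p53 sites. The difference in p53 peaks at CTCF sites ranged from 1.55 to 2.00 points. The cause was not tested beyond the loss of the library.

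The 477 peaks of p53 G12V replicate 1 limit every p53 class that needs a call in both G12V libraries. Scaled to the depth of that library, MCF10A replicate 2 had 497 peaks, MCF10A replicate 1 had 1094 and G12V replicate 2 had 1555.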

Other observations

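The tests of copy number (all but that of chromosome X), of sites lacking a p53 motif, and of promoters among p53 peaks at CTCF sites were set out before their results were seen. Those of depth, signal over background, unequal CTCF lists, list length in the p53 motif share and in p53 peaks at CTCF sites, fragment length, batch, base composition, chromosome X and a single library on chromosome 17 were chosen only after the result was seen. The criteria for CTCF signal and for p53 peaks at CTCF sites, both outside promoters and in lists of equal length, were made stricter after the values were seen, and the counts of distinct p53 sites at CTCF sites were also chosen then.

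In the lists analysed here, 65 p53 sites were MCF10A-specific and 42 were G12V-specific. Both are lower than the value quoted from the study above, whichever cell type each quoted value belongs to. A supplementary legend of the study states that unique peaks were declared by EdgeR, a test of differential signal. Here a specific site must lack a peak in the other cell type, so the numbers rest on unlike criteria. For sites called in either library of a cell type the numbers were 357 in MCF10A and 1194 in G12V, so the direction depends on the criterion. The AP-1 motif was present in 1.54% of MCF10A-specific p53 sites. This is lower than the value quoted from the study above. The study searched with HOMER motifs and described its value as near background. Here an exact motif was used, which 1.65% of random windows held, so the shares are not on the same scale. The share found here rests on 1 of 65 sites (95% interval 0.0389% to 8.28%), and it was 6.25% in lists of equal length. A mean of 19841 CTCF peaks per list was found in G12V. This is lower than the value quoted from the study above, which was obtained from combined reads. The number of CTCF sites with a peak in either library was 20494 in MCF10A and 27949 in G12V, and 2980 p53 sites were found over both cell types.

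The number of peaks differed between libraries of the same factor by up to 5.49 times for p53 and 2.44 times for CTCF. After scaling to the smallest calling depth the p53 numbers still differed by 3.26 times, which argues against depth as the whole cause. For CTCF, the library with the most peaks was called at 0.886 times the depth of the library with the fewest, which argues against depth there. The median ratio of summit reads to local background at p53 sites of all 4 libraries was ordered as the peak numbers (15.8, 19.9, 27.3 and 33.9) and was 2.15 times higher in the longest list than in the shortest, so immunoprecipitation efficiency is a candidate explanation. The p53 libraries had the same order by depth (9.26, 20.1, 21.4 and 33.2 M reads), so this ratio cannot separate efficiency from depth. For CTCF it was 1.83 times higher in the longest list, but the order of both replicate 1 libraries (11.7 with 11346 peaks and 11.03 with 12004) was inverted, so that efficiency cannot be told apart from other causes there with 4 libraries. The shortest and the longest p53 list were both from G12V, the CTCF lists of G12V alone went from 12004 to 27678 peaks, and the means of the cell types differed by less than the spread between replicates, so a difference between the cell types is not the whole cause.

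CTCF lists resembled each other by replicate number more than by cell type. The same-numbered pairs had a Jaccard index higher than the others by 13.6 percentage points in the lists as deposited and by 1.92 in lists of equal length. This is consistent with unequal list lengths as the source of most of the difference.

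The p53 lists of equal length parted by cell type. Depth would pull the G12V libraries apart, since they differed most in depth, but they had a Jaccard index of 58.2%, above every mixed pair. Fragment length would bring G12V replicate 2 closer to MCF10A replicate 1, but their index was 42.8%. A separate batch of G12V replicate 1, whose peak names carry the word "old", would set that library apart, but its index with an MCF10A library was at most 40.7% while that with G12V replicate 2 was 58.2%. Neighbouring specific p53 sites were of the same class in 91 of 156 pairs, against 78.05 expected from permuted labels (one-sided permutation p = 0.0201), which is what copy number differences may produce, and also what clustered regulation may produce. The input background, recovered at shared CTCF sites, was not higher near G12V-specific than near MCF10A-specific p53 sites (one-sided permutation p over rotations along the genome = 0.577). The difference was -0.0122 on the log2 scale, with an SD of 0.0569 over the rotations. Only 76 G12V-specific and 89 MCF10A-specific p53 sites had a shared CTCF site within 1 Mb. With so few sites copy number cannot be told apart from no such effect in that test. A difference in p53 binding between the cell types stays open as a hypothesis.

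Specific CTCF sites of equal-length lists were not spread evenly over chromosomes. Neighbours were of the same class in 731 of 1239 pairs against 644.6 expected when labels were permuted within chromosomes (one-sided p = 0.0001, the smallest the permutations can give). The input background recovered at shared CTCF sites was higher in G12V near G12V-specific sites than near MCF10A-specific ones by 0.09 on the log2 scale (one-sided permutation p over rotations along the genome = 0.0006), and still with chromosome 17 left out (permutation p = 0.0027). Copy number differences between the cell populations are therefore a candidate explanation for part of the CTCF-specific sites.

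The clearest such region was chromosome 17 past 40 Mb, a boundary set after the values were seen. The log2 input background over the library median was -0.16 and -0.04 in MCF10A and 0.35 and 0.40 in G12V at 283 shared sites, and it did not differ before 40 Mb (-0.02). The lowest G12V value lay 0.39 above the highest MCF10A value, which argues against a single aberrant library. With equal lists, 4 MCF10A-specific and 36 G12V-specific CTCF sites lay there (Fisher's exact test, p = 4.56e-08). A gain of this region in the G12V population may account for both. On chromosome X, the input background was not higher in G12V (-0.0674 on the log2 scale), which argues against copy number for its 33 G12V-specific against 18 MCF10A-specific sites. No other explanation was tested there. In all 4 libraries the background was raised on chromosome 1 (0.33 to 0.43) and chromosome 5 (0.24 to 0.38).

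The p53 motif share was lower in G12V sites called in either library. Weak peaks of the longest list had few motifs, with 57.9% at ranks 1719 to 2619 of G12V replicate 2. In lists of equal length the share was 83.7% (206 of 246) in MCF10A and 71.1% (170 of 239) in G12V, a difference of 12.6 points (95% interval 5.18 to 19.9, Fisher's exact test, p = 0.00106), which argues against the longer list as the whole cause. In the same lists, sites called in both libraries of a cell type had 83.3% (80 of 96) and 84.3% (70 of 83). The difference thus came from sites called in 1 library. Replicates of a cell type differed by up to 8.18 points at equal ranks (77.4% and 85.5% in G12V at ranks 1 to 477), so a difference between single libraries stays open.

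The AP-1 difference between specific p53 sites was past the threshold at the smallest calling depth (Fisher's exact test, adjusted p = 0.00609), which argues against depth. Windows on both sides of the 42 G12V-specific summits carried the motif at 5.95%, against 16.7% of the summits, a difference that did not pass the threshold (Fisher's exact test, p = 0.103). For the 1194 G12V sites of either library, the windows carried it at 3.27% and the summits at 9.05% (Fisher's exact test, p = 1.3e-12), while the windows of MCF10A sites had 2.52%, which argues against base composition of the region. Leaving out G12V replicate 1 still gave 1190 such G12V sites, so the comparisons within this set rest on replicate 2. Among G12V sites of either library, those with an AP-1 motif carried a p53 motif less often (42.6%, 46 of 108) than those without (56.5%, Fisher's exact test, p = 0.00608), and those at promoters less often (41.0%, 68 of 166) than those elsewhere (57.6%, Fisher's exact test, p = 7.29e-05). MCF10A sites of either library showed no such deficit (5 of 7 with AP-1 against 70.6% without, 9 of 12 at promoters against 70.4% elsewhere). These numbers are too small to decide whether the cell types differ in this. Recovery of open, AP-1-bearing or promoter chromatin without direct p53 contact is a candidate explanation for part of the G12V sites. Recruitment of p53 by AP-1 would give the same pattern and stays open.

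The share of p53 peaks at CTCF sites was higher in G12V. Against the CTCF sites of all 4 libraries, the same set for every list, the shares were 0.291% (5 of 1718) and 0.226% (2 of 885) in MCF10A and 0.629% (3 of 477) and 1.145% (30 of 2619) in G12V. The gap between the lowest G12V and the highest MCF10A share, 0.338 points, was smaller than the replicate SD of 0.365 in G12V. With each merged p53 site counted once per cell type, 30 of 2623 in G12V and 8 of 1786 in MCF10A lay at these CTCF sites (Fisher's exact test, p = 0.0189). The numbers were 30 and 5 when only the peaks of the same cell type counted (Fisher's exact test, p = 0.00145). After the 10 kb shift they were 12 and 6 or 12 and 5. The merged sites numbered 2980 in total, so sites called in both cell types entered both groups. The test takes the groups as separate, so its p-values cannot decide the question here. The G12V sites came almost all from replicate 2. With equal lists the gap was 0.838 points. Counted by site, 18 of 603 in G12V (2.99%) and 9 of 610 in MCF10A (1.48%) lay at CTCF sites (Fisher's exact test, p = 0.0821), and when only the peaks of the same cell type counted the numbers were 18 and 5 (p = 0.00588). After the 10 kb shift 7 and 5 sites did so under both counts. These groups overlap as well, with 849 merged sites in total. The counts of sites against the same CTCF set were higher in G12V, but they rest on 1 G12V library and on overlapping groups. With equal lists the MCF10A count depends on how a site is counted. Longer CTCF lists therefore cannot be told apart from a difference between the cell types. Outside promoters the gap was 1.03 points, which argues against promoters as the cause. A difference between the cell types stays open, from few peaks.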
